A study of Mus musculus with 39 samples. Its data were reported in "Integrative Genomic Signatures Of Hepatocellular Carcinoma Derived from Nonalcoholic Fatty Liver Disease" (2015).

How the data were processed

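Gene expression was measured in livers of mice from 2 knockout models, MAT1A and GNMT, at 3 and 8 months of age, with wild types of each cohort and age. There were 39 samples on Affymetrix Mouse Genome 430 2.0 arrays, 1 array each, in 8 groups of 5, except 4 for the GNMT knockouts of 8 months. The groups were taken from the labels. The authors deposited 1 table of RMA expression values on the log2 scale for 45101 probe sets, and 1 set of log2 ratios per knockout array, which the authors computed from the same values. The deposited log2 ratios equal the difference from the mean of the wild types of the same cohort and age to within 8.58e-14 in the GNMT cohort and to within 0.0204 in the MAT1A cohort, and not the difference from the single wild type array that the column names give. The version of the software used for RMA is not given in the sources used here. The distribution of values is shared within each cohort and differs between the cohorts, so RMA was probably run on each cohort separately.

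Probe sets were assigned to genes by the platform table. Of them 34958 list a single gene, 932 several and 9211 none, and those listing a single gene were averaged per gene, as in the study's methods, to 18195 genes. Probe sets of several genes or of no listed gene were tested apart from the rest and are counted in the closing section. No array or gene was removed and no filter on low values was applied. Gene positions came from the mouse assembly GRCm38.p6 and were used for neighbours of the targeted genes only.

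Each knockout group was compared with the wild types of its own cohort and age by limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes on the arrays of the groups concerned and Benjamini-Hochberg adjustment over all genes. A gene was called at an adjusted p under 0.05, and a change of at least 1 on the log2 scale was counted apart. There were 4 knockout comparisons, 5 interactions, which test the difference of 2 knockout effects, and 4 comparisons of wild types. In the interactions the groups concerned share 1 variance model. Beside the adjusted p the groups were checked for overlap of single values.

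Before the data were examined, 42 gene lists with 1214 members were fixed, of which 1092 were measured. They cover the methionine cycle, lipid, bile acid, retinol, amino acid, steroid and xenobiotic metabolism, oxidant defence, immune and stress responses, p53, cell cycle, MAPK, matrix, hepatocyte function and zonation, oncofetal genes, clade B serpins, serum biomarkers, the clock, sex bias, sex chromosomes and markers of 11 other cell types, with 1 list, the survival signature, taken from the study. Others, such as bile acids and retinol, cover pathways the study reported as altered, partly on these arrays. The lists were tested by camera with a preset correlation of 0.01 between genes, again with an estimated correlation, and by fry. The comparisons, alternatives and rule for named genes were likewise fixed beforehand. For each knockout comparison the rule names Gnmt and Mat1a, the 12 called genes with the largest rise and the 12 with the largest fall whose groups do not overlap, a set of genes that the study named, and up to 4 members of each list with the lowest p. For each interaction it names 6 genes in each direction and up to 4 members of each list. Which of the genes allowed by the rule are given in the text was chosen after the values were seen.

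Control probe sets, list means and clock genes were compared by two-sided exact permutation tests in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and the share of called genes near a targeted gene by Fisher's exact test. Figures were drawn with matplotlib 3.10.9.

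All comparisons were tested on simulated data in which 200 genes were changed. Of genes changed by 1 on the log2 scale the fits recovered 94.0% for the MAT1A knockouts of 3 months, 92.0% for the GNMT knockouts of 3 months, 95.0% for the MAT1A knockouts of 8 months and 86.0% for the GNMT knockouts of 8 months. For the change of the GNMT effect with age 75.0% were recovered, for that of the MAT1A effect 95.0%, for the models at 3 and 8 months 85.0% each and for the stage contrast 96.0%. For wild types the shares were 96.0% and 97.0% between ages in the GNMT and MAT1A cohorts, and 95.0% and 98.0% between cohorts at 3 and 8 months. Calls of unchanged genes made up between 1.49% and 8.13% of the calls. A list of 30 shifted genes was called in all 4 knockout comparisons and 0 of 100 random lists were. In the simulated data each gene varied independently of the others, so this does not show how the list test behaves with correlated genes. In the real data the estimated correlation was 0.68 for cholesterol synthesis in the MAT1A knockouts of 8 months.

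Alternatives were all 39 arrays in 1 fit, the replicate number as a block, the probe set with the highest mean, genes above the median level only, quantile normalization, centring on array medians, an intensity trend with a robust prior, array weights, the methods' t-test, the authors' ratios tested against 0, each array left out in turn, other thresholds and other windows. Leaving out each array was added to the gene set tests after seeing the data. Replicate numbers do not pair the samples, as given in the closing section. Samples of other ages named by the study were not analysed here, and the levels of the 2 cohorts were not compared as biology because cohort and array batch coincide.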

Results

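The series holds gene expression in 39 mouse livers, each on its own array, from mice that lack Gnmt or Mat1a and from their wild types. Mat1a encodes the enzyme that makes S-adenosylmethionine in adult liver, and Gnmt encodes a methyltransferase that consumes it. The 2 models were sampled at 3 and 8 months, in 8 groups of 5 arrays, except 4 for the GNMT knockouts of 8 months. The labels describe the MAT1A knockouts as steatosis at 3 months and steatohepatitis at 8 months, the GNMT knockouts as steatohepatitis at 3 months and hepatocellular carcinoma at 8 months, and all wild types as healthy. Arrays hold no read counts, so the number of arrays limits the precision of each value. The medians of all probe sets lay between 4.15 and 4.33 on the log2 scale in the 19 GNMT arrays and between 4.91 and 5.04 in the 20 MAT1A arrays. Where a group's mean was no higher than the highest of these medians in its cohort, background limits how exactly the size of a change is known. Changes below are log2 differences, knockout minus wild type, with the standard error from limma, and each rests on 5 knockouts and 5 wild types, or 4 and 5 for the GNMT knockouts of 8 months.

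The targeted gene was measured first, in every array. Mat1a fell by 3.12 ± 0.064 in the MAT1A knockouts of 3 months and by 3.41 ± 0.13 in those of 8 months. In the 10 MAT1A knockout arrays it lay between 9.06 and 9.78, and in the 10 wild type arrays of that cohort between 12.58 and 13.14. Gnmt fell by 3.34 ± 0.14 in the GNMT knockouts of 3 months and by 4.75 ± 0.24 in those of 8 months, with values from 7.89 to 10.73 in the 9 knockouts and from 13.40 to 13.58 in their 10 wild types. Neither transcript reached the lower end of the array scale in its own knockouts. Gnmt differed by 0.10 ± 0.055 and 0.14 ± 0.061 in the MAT1A knockouts and was called in neither. Mat1a rose by 0.36 ± 0.091 in the GNMT knockouts of 3 months (adjusted p = 0.0196) and fell by 0.86 ± 0.26 in those of 8 months (adjusted p = 0.0356). At 8 months the call of Mat1a was lost without any 1 of 7 of the 9 arrays, with the replicate block and with the authors' ratios, and at 3 months with all 39 arrays in 1 fit.

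**Figure D1:**
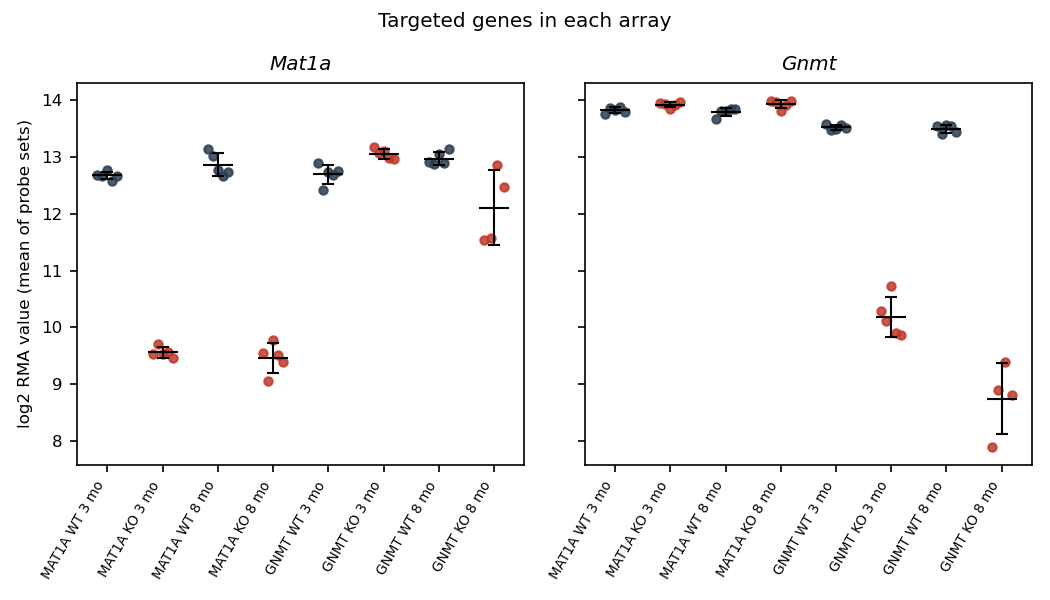
Log2 values of Mat1a and Gnmt in each array by cohort, genotype and age (WT, wild type, dark points; KO, knockout, red points), with the mean and SD of each group. The 10 MAT1A knockout arrays lie at or below 9.78 for Mat1a, and the 9 GNMT knockout arrays at or below 10.73 for Gnmt.

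The livers of MAT1A knockouts at 3 months, labelled steatosis, were set against wild types of the same cohort and age. Sult1e1, the estrogen sulfotransferase, rose by 6.72 ± 0.36 on the log2 scale, and Gdpd3, a lysophospholipase D, by 4.93 ± 0.16. Ptgds, which makes prostaglandin D2, rose by 4.56 ± 0.32, and Asns, the asparagine synthetase induced by amino acid shortage, rose by 4.40 ± 0.26. The glucuronosyltransferase Ugt2b38 was lower (-5.47 ± 0.21), with Dct, an enzyme of melanin synthesis (-4.92 ± 0.18), the trefoil factor Tff3 (-3.88 ± 0.37) and the mannose-binding lectin Mbl2 (-2.57 ± 0.21) also lower. Probes of the Ugt2b family may share sequence, so the value of Ugt2b38 is uncertain. Over 18195 genes 1293 were called at an adjusted p under 0.05, 790 higher and 503 lower, of which 172 changed by at least 1 on the log2 scale. For 1464 genes (8.05%) all knockouts lay on 1 side of all wild types, where chance gives 0.794%. Of the called genes whose change is printed for this comparison, all separated in that way except Ctss and Serpinb9. The mean was no higher than the array medians in wild types for Sult1e1, Gdpd3, Gpx7 and Spink1, in knockouts for Dct, Lrit1 and Ugt2b38, and in both groups for Klrk1 and Serpinb1a.

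Of the lipid lists, fatty acid synthesis was called downward at 3 months, and lipid droplets and cholesterol synthesis upward. In the list of fatty acid synthesis and desaturation 0 of 29 measured members rose and 5 fell over all genes tested, and 0 rose and 9 fell adjusted over the list alone (median log2 change -0.27, camera adjusted p = 5.41e-05, and adjusted p = 0.6 with an estimated correlation). The desaturase Scd1 fell by 1.71 ± 0.22, the elongase Elovl2 by 0.91 ± 0.11 and the elongase Elovl3 by 2.40 ± 0.56, the last losing its call without any 1 of 3 arrays. Among lipid droplet genes and PPAR gamma targets 4 of 22 members rose and 1 fell, or 4 and 1 adjusted over the list alone (median log2 change 0.059, camera adjusted p = 0.0251, and adjusted p = 0.6 with an estimated correlation). The fatty acid transporter Cd36 rose by 2.23 ± 0.13, apolipoprotein Apoa4 by 1.41 ± 0.13 and the lipase Lpl by 1.40 ± 0.17. For cholesterol synthesis 4 of 20 members rose and 1 fell, or 9 and 3 adjusted over the list alone (median log2 change 0.27, camera adjusted p = 0.0047, and adjusted p = 0.6 with an estimated correlation), with Mvk (0.80 ± 0.18) and Idi1 (0.61 ± 0.065) among the risers, Mvk not called by a two-sample t-test after adjustment and Idi1 not with all 39 arrays in 1 fit. In the methionine and SAMe cycle 3 of 27 members rose and 2 fell, or 5 and 2 adjusted over the list alone, and the list was not called (adjusted p = 0.88). Adi1, of the salvage pathway, fell by 2.09 ± 0.072 (not called on its brightest probe set alone), and Dmgdh, which breaks down dimethylglycine, rose by 1.06 ± 0.081.

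The lists of oxidant defence and of the stress response were called upward in the same livers and that of the interferon response downward, none of them with an estimated correlation. Of the glutathione and oxidant defence list 11 of 41 members rose and 2 fell, or 14 and 3 adjusted over the list alone (median log2 change 0.12, camera adjusted p = 0.0047, and adjusted p = 0.6 with an estimated correlation), including Gpx7 (1.28 ± 0.10) and the quinone reductase Nqo1 (0.79 ± 0.13), the latter not called with all 39 arrays in 1 fit. Of the unfolded protein and integrated stress response list 3 of 31 members rose and 0 fell, or 5 and 0 adjusted over the list alone (median log2 change 0.18, camera adjusted p = 0.0047, and adjusted p = 0.6 with an estimated correlation), and its members Asns and Trib3 (1.04 ± 0.17) are amino acid response genes. In the interferon response 0 of 33 measured members rose and 15 fell over all genes tested, and 0 rose and 16 fell adjusted over the list alone (median log2 change -0.28, camera adjusted p = 1.1e-08, and adjusted p = 0.199 with an estimated correlation). The antiviral Bst2 fell by 0.82 ± 0.074, the guanylate-binding Gbp2 by 0.88 ± 0.092 and the regulator Irf7 by 0.71 ± 0.080. Marker lists of immune cells were called downward as well. For T and NK cells 0 of 22 members rose and 3 fell, or 0 and 6 adjusted over the list alone (median log2 change -0.15, camera adjusted p = 5.41e-05, and adjusted p = 0.276 with an estimated correlation), with Klrk1 (-0.67 ± 0.11) and Zap70 (-0.58 ± 0.10) among those lower. For macrophages and Kupffer cells 0 of 28 members rose and 2 fell, or 0 and 3 adjusted over the list alone (median log2 change -0.20, camera adjusted p = 0.00103, and adjusted p = 0.6 with an estimated correlation), and the protease Ctss differed by -0.67 ± 0.14, a call lost with the replicate block. For endothelial cells 1 of 19 members rose and 3 fell, or 1 and 4 adjusted over the list alone (median log2 change -0.068, camera adjusted p = 0.0353, and adjusted p = 0.6 with an estimated correlation).

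The male-biased list was called downward and the female-biased list upward. Of the male-biased list 3 of 20 members rose and 7 fell, or 4 and 8 adjusted over the list alone (median log2 change -0.23, camera adjusted p = 0.00743, and adjusted p = 0.6 with an estimated correlation), among them Ugt2b38 and Susd4 (-1.18 ± 0.14). Of the female-biased list 2 of 18 members rose and 0 fell, or 3 and 0 adjusted over the list alone (median log2 change 0.12, camera adjusted p = 0.046, and adjusted p = 0.37 with an estimated correlation), and the steroid hydroxylase Cyp17a1, also a periportal marker, rose by 2.12 ± 0.21. The oncofetal and carcinoma list was not called (median log2 change 0.036, camera adjusted p = 0.168), although the trypsin inhibitor Spink1 rose by 2.45 ± 0.25. Periportal genes (median log2 change 0.039, camera adjusted p = 0.0613) and bile acid genes (median log2 change -0.13, camera adjusted p = 0.0507) were not called either. The test called 11 of 42 lists, 5 up and 6 down, and with an estimated correlation 0 of 42, while 9 were called by fry, which tests whether a list moves on balance in 1 direction. Median, mean and test differed in sign for 9 lists, none of them called: the methionine cycle, retinol, prostanoids, androgens and estrogens, p53 targets, fibrosis, hepatocyte function, pericentral zonation and the survival signature.

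The livers of GNMT knockouts at 3 months, labelled steatohepatitis, were set against wild types in the same way. The droplet protein Cidec rose by 4.26 ± 0.34 on the log2 scale and its relative Cidea by 3.79 ± 0.57. The fatty acid hydroxylase Cyp4a14 rose by 4.01 ± 0.81, the pantetheinase Vnn1 by 3.40 ± 0.25, the acyltransferase Mogat1 by 3.07 ± 0.28 and Cd36 by 2.85 ± 0.24. The steroid dehydrogenase Hsd3b5 was lower (-6.61 ± 0.69), with Tff3 changed by -4.02 ± 0.61 and the organic anion transporter Slc22a7, whose gene lies near Gnmt, by -4.14 ± 0.23. Of 18195 genes 2547 were called, 1580 higher and 967 lower, and 184 changed by at least 1. For 2188 genes (12.03%) the groups did not overlap. Genes called higher made up 62.03% of the calls, and 81.53% when each array was centred on its median. Of the called genes whose change is printed for this comparison, Scd1, Clec4f and Mpeg1 had overlapping groups. The wild type mean was no higher than the array medians for Afp, Cidea, Cidec, Cyp4a14 and Mogat1, and 2 of the 5 knockouts lay below them for Hsd3b5.

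The lists of fat oxidation and of lipid droplets were both called upward. In the PPAR alpha and fatty acid oxidation list 22 of 32 measured members rose and 0 fell over all genes tested, and 25 rose and 0 fell adjusted over the list alone (median log2 change 0.58, camera adjusted p = 5.61e-17, and adjusted p = 0.118 with an estimated correlation), with the carnitine carrier Slc25a20 (0.96 ± 0.087) and peroxisomal Ehhadh (0.88 ± 0.087) among them. Among lipid droplet genes and PPAR gamma targets 13 of 22 measured members rose and 0 fell over all genes tested, and 14 rose and 0 fell adjusted over the list alone (median log2 change 0.74, camera adjusted p = 3.19e-10, and adjusted p = 0.0413 with an estimated correlation), and the receptor Pparg itself rose by 1.49 ± 0.22. Cholesterol synthesis had 2 risers and 0 fallers among 20 members, the same counts as adjusted over the list alone (median log2 change 0.15, camera adjusted p = 0.0251, and adjusted p = 0.483 with an estimated correlation). The fatty acid synthesis list was not called (median log2 change 0.072, camera adjusted p = 0.161). Scd1 was higher by 0.52 ± 0.13 (adjusted p = 0.0237), a call lost without any 1 of 5 arrays and on its brightest probe set. In the methionine and SAMe cycle 8 of 27 members rose and 1, Gnmt, fell, or 13 and 3 adjusted over the list alone. The median log2 change was 0.21 (camera adjusted p = 0.00493, and adjusted p = 0.327 with an estimated correlation). For glutathione and oxidant defence 15 of 41 members rose and 2 fell, or 18 and 2 adjusted over the list alone (median log2 change 0.20, camera adjusted p = 2.72e-04, and adjusted p = 0.0989 with an estimated correlation), with Nqo1 (1.25 ± 0.13) and Gstt3 (1.71 ± 0.19). Of the p53 targets 7 of 33 members rose and 3 fell, or 11 and 4 adjusted over the list alone (median log2 change 0.19, camera adjusted p = 0.005, and adjusted p = 0.0669 with an estimated correlation), including Ccng1 (1.35 ± 0.15) and Zmat3 (1.25 ± 0.17). The serum marker list had 4 of 12 members higher and 0 lower, or 5 and 0 adjusted over the list alone (median log2 change 0.14, camera adjusted p = 0.032, and adjusted p = 0.176 with an estimated correlation). Afp, the fetal albumin-like protein, rose by 0.83 ± 0.12, a call lost with all 39 arrays in 1 fit, and Serpinb6a, an intracellular protease inhibitor, by 1.55 ± 0.20, though probes of the Serpinb6 family may share sequence.

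The male-biased, hepatocyte and acute phase lists were called downward. In the male-biased list 0 of 20 measured members rose and 12 fell over all genes tested, and 1 rose and 17 fell adjusted over the list alone (median log2 change -0.66, camera adjusted p = 3.19e-10, and adjusted p = 0.0413 with an estimated correlation). Besides Hsd3b5 it holds Susd4 (-3.14 ± 0.12) and Hsd3b2 (-2.62 ± 0.19). In the androgen and estrogen list 1 of 27 members rose and 8 fell, or 4 and 15 adjusted over the list alone (median log2 change -0.26, camera adjusted p = 0.00206, and adjusted p = 0.0598 with an estimated correlation), and Cyp17a1 was higher by 2.85 ± 0.44. Of hepatocyte genes 4 of 48 members rose and 15 fell, or 6 and 20 adjusted over the list alone (median log2 change -0.12, camera adjusted p = 0.00198, and adjusted p = 0.327 with an estimated correlation), such as coagulation factor F11 (-1.47 ± 0.15) and complement C8b (-1.69 ± 0.19). Of acute phase proteins 0 of 33 members rose and 7 fell, or 0 and 12 adjusted over the list alone (median log2 change -0.35, camera adjusted p = 0.0014, and adjusted p = 0.421 with an estimated correlation), with Saa4 (-2.29 ± 0.24) and Crp (-0.67 ± 0.10) lower. The wild types themselves varied in the member Lcn2, at 11.88 and 11.79 in replicates 1 and 5 and from 7.23 to 8.80 in the others. The bile acid list was not called (median log2 change -0.24, camera adjusted p = 0.0557), and its oxysterol hydroxylase Cyp39a1, encoded near Gnmt, fell by 2.60 ± 0.35. Of the stress response list 0 of 31 members rose and 4 fell, or 0 and 7 adjusted over the list alone (median log2 change -0.19, camera adjusted p = 0.00442, and adjusted p = 0.176 with an estimated correlation).

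Several lists of immune cells and of proliferation were called downward in the same comparison. Of the interferon response 1 of 33 members rose and 11 fell, or 2 and 12 adjusted over the list alone (median log2 change -0.30, camera adjusted p = 0.00139, and adjusted p = 0.176 with an estimated correlation), where the immunoproteasome subunit Psmb8 fell (-0.54 ± 0.065) and the signal transducer Stat2 rose (0.82 ± 0.11). For macrophages and Kupffer cells 0 of 28 members rose and 3 fell, or 0 and 0 adjusted over the list alone (median log2 change -0.41, camera adjusted p = 1.4e-05, and adjusted p = 0.337 with an estimated correlation). Its called members included Clec4f (-0.55 ± 0.15) and Mpeg1 (-1.01 ± 0.29), both of which lost their calls without single arrays. For neutrophils 0 of 13 members rose and 1 fell, or 0 and 1 adjusted over the list alone (median log2 change -0.44, camera adjusted p = 0.0056, and adjusted p = 0.382 with an estimated correlation), for the cell cycle 0 of 44 members rose and 3 fell, or 0 and 3 adjusted over the list alone (median log2 change -0.14, camera adjusted p = 0.0082, and adjusted p = 0.327 with an estimated correlation), and for fibrosis and matrix 1 of 43 members rose and 4 fell, or 1 and 6 adjusted over the list alone (median log2 change -0.14, camera adjusted p = 0.0234, and adjusted p = 0.37 with an estimated correlation). Lists of P450 enzymes (median log2 change -0.081, camera adjusted p = 0.0785), tyrosine breakdown (median log2 change -0.11, camera adjusted p = 0.0734) and endothelial cells (median log2 change -0.12, camera adjusted p = 0.0713) were not called. The test called 17 of 42 lists, 7 up and 10 down, and fry 26. With an estimated correlation 2 held, the lipid droplet and the male-biased lists. Median, mean and test differed in sign for the uncalled MAPK and clade B serpin lists.

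**Figure D2:**
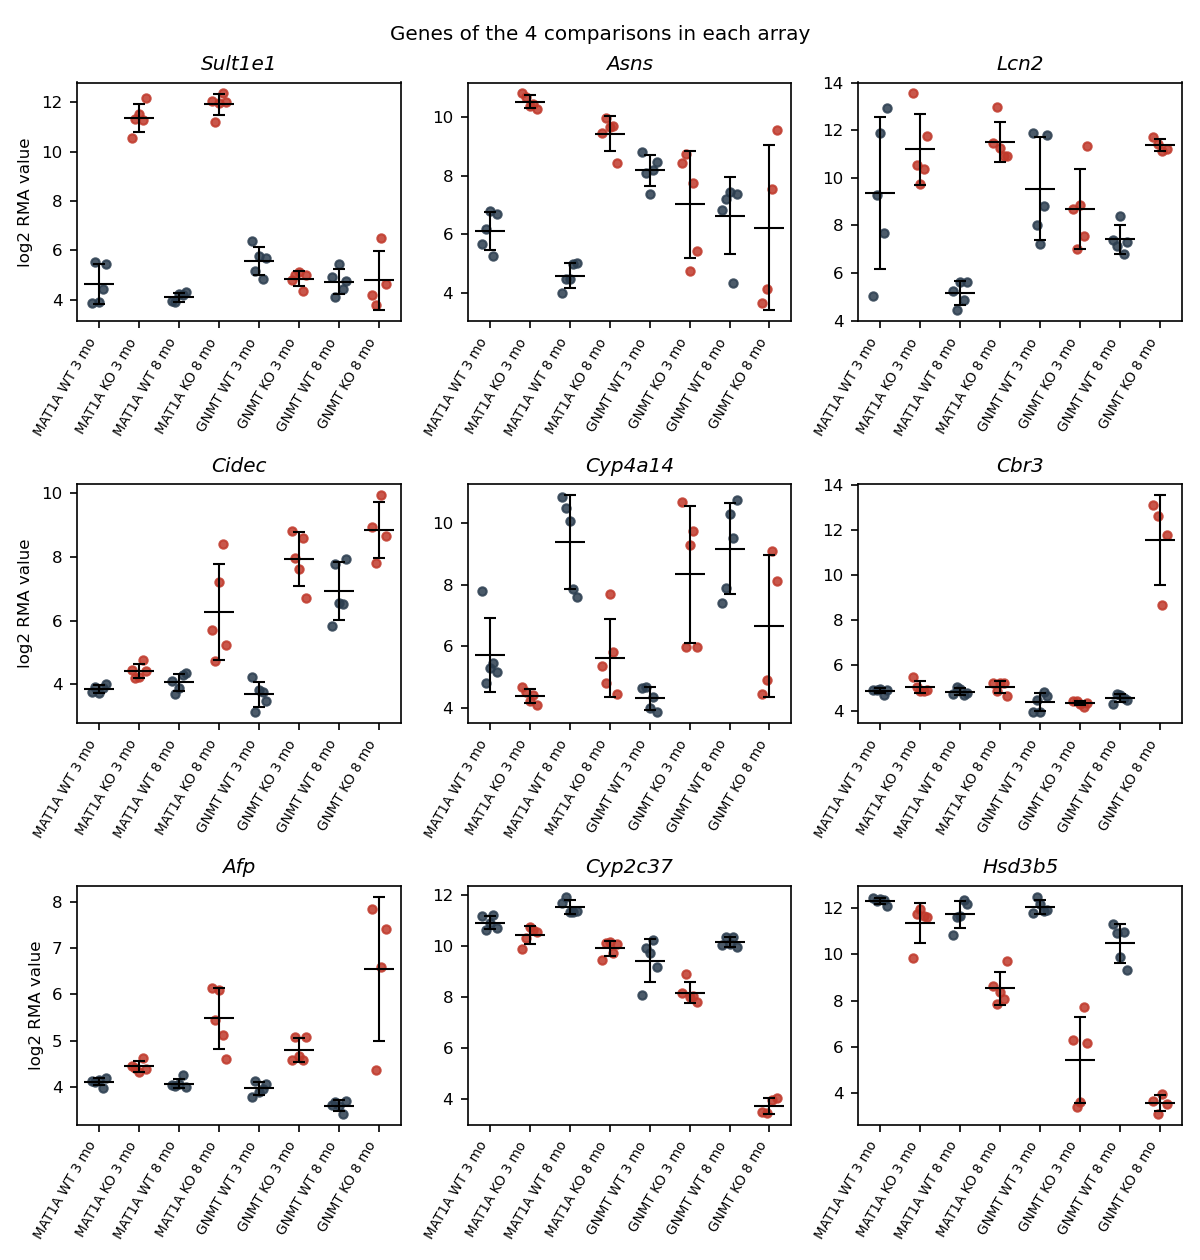
Log2 values of 9 genes in each array by cohort, genotype and age (WT, wild type, dark points; KO, knockout, red points), with the mean and SD of each group and a scale of its own for each gene. Sult1e1 is above 10 in all 10 MAT1A knockout arrays and below 7 in every other array, and Cbr3 is above 8 in the 4 GNMT knockouts of 8 months alone.

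The livers of MAT1A knockouts at 8 months, labelled steatohepatitis, shared the rise of Sult1e1, here by 7.80 ± 0.18 on the log2 scale. The iron-binding lipocalin Lcn2 rose by 6.35 ± 0.37, the serum amyloids Saa2 and Saa1 by 5.10 ± 0.46 and 4.43 ± 0.27, and the orosomucoid Orm2 by 4.08 ± 0.49, with possible cross-hybridisation between the Saa genes. Spink1 rose by 4.99 ± 0.19 and Asns by 4.85 ± 0.27. The organic anion uptake transporter Slco1a1 was 29.0-fold lower (-4.86 ± 0.18), with Elovl3 (-3.98 ± 0.34), Hsd3b5 (-3.21 ± 0.34) and the thioesterase Acot1 (-2.71 ± 0.21) also lower. Of 18195 genes 2823 were called, 1295 higher and 1528 lower, and 366 changed by at least 1. For 2367 genes (13.01%) the groups did not overlap. Without replicate 5 of the knockouts, which stood apart in its 18S signal, 2856 genes were called, 1469 higher and 1387 lower, so the larger direction changed. Of the called genes whose change is printed for this comparison, Scd1 and Cyp4a14 had overlapping groups. The mean was no higher than the array medians in wild types for Afp, Anxa13, Asns, Scd2, Spink1 and Sult1e1, in knockouts for Acot1 and Serpinb1a, and in both groups for Ccne2.

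Of the acute phase proteins 18 of 33 measured members rose and 2 fell over all genes tested, and 21 rose and 2 fell adjusted over the list alone (median log2 change 0.55, camera adjusted p = 1.55e-10, and adjusted p = 0.5 with an estimated correlation). Lcn2 and Orm2 stood highest in replicate 2, at 12.98 and 13.12, with the other 4 knockouts between 10.91 and 11.48 for Lcn2. Of the stress response genes 8 of 31 members rose and 2 fell, or 15 and 2 adjusted over the list alone (median log2 change 0.20, camera adjusted p = 1.87e-04, and adjusted p = 0.5 with an estimated correlation), including the chaperone Dnajb9 (1.08 ± 0.15). Among p53 targets 11 of 33 members rose and 6 fell, or 14 and 6 adjusted over the list alone (median log2 change 0.22, camera adjusted p = 0.00372, and adjusted p = 0.535 with an estimated correlation), with the cell cycle inhibitor Cdkn1a (1.96 ± 0.31) and Phlda3 (1.43 ± 0.17). Of cell cycle genes 10 of 44 members rose and 3 fell, or 11 and 3 adjusted over the list alone (median log2 change 0.21, camera adjusted p = 2.09e-04, and adjusted p = 0.589 with an estimated correlation), among them Ccne2 (1.32 ± 0.28) and Ube2c (0.92 ± 0.20). Of the oncofetal and carcinoma markers 11 of 42 members rose and 1 fell, or 12 and 2 adjusted over the list alone (median log2 change 0.081, camera adjusted p = 0.001, and adjusted p = 0.148 with an estimated correlation), and Afp rose by 1.41 ± 0.25.

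The lists of fatty acid synthesis, fat oxidation and bile acids were called downward. In the fatty acid synthesis list 1 of 29 measured members rose and 13 fell over all genes tested, and 1 rose and 14 fell adjusted over the list alone (median log2 change -0.27, camera adjusted p = 2.98e-04, and adjusted p = 0.535 with an estimated correlation), with Elovl2 (-1.47 ± 0.14) and Scd1 (-0.87 ± 0.17) lower and Scd2 higher (1.76 ± 0.40), the latter not called by a two-sample t-test after adjustment. In the PPAR alpha list 2 of 32 members rose and 12 fell, or 2 and 13 adjusted over the list alone (median log2 change -0.22, camera adjusted p = 0.00508, and adjusted p = 0.589 with an estimated correlation), among them Acot1 and Cyp4a14 (-3.74 ± 0.72). Of the bile acid list 4 of 31 members rose and 11 fell, or 5 and 14 adjusted over the list alone (median log2 change -0.29, camera adjusted p = 0.00544, and adjusted p = 0.148 with an estimated correlation), including the export pump Abcb11 (-1.68 ± 0.10) and the uptake carrier Slc10a1 (-0.63 ± 0.072). The P450 list was called upward, where 11 of 48 members rose and 7 fell, or 15 and 8 adjusted over the list alone (median log2 change 0.19, camera adjusted p = 0.0361, and adjusted p = 0.589 with an estimated correlation). Cyp2a12 rose by 0.78 ± 0.061 and Cyp2c37 fell by 1.62 ± 0.15, with possible cross-hybridisation inside the Cyp2c family. Lpl rose by 2.32 ± 0.12 in the lipid droplet list, which was not called (median log2 change 0.056, camera adjusted p = 0.345).

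Clock genes moved in opposite directions. The list was not called in 1 direction (median log2 change 0.22, camera adjusted p = 0.105), while 9 of 20 members rose and 6 fell, or 11 and 7 adjusted over the list alone. Dbp rose by 2.92 ± 0.25 and Per2 by 1.62 ± 0.12, and Arntl fell by 1.05 ± 0.092. For endothelial cells 1 of 19 members rose and 10 fell, or 1 and 14 adjusted over the list alone (median log2 change -0.32, camera adjusted p = 1.41e-04, and adjusted p = 0.5 with an estimated correlation), with Clec4g (-0.66 ± 0.065) and Tie1 (-0.61 ± 0.14) lower. Markers of macrophages (median log2 change 0.14, camera adjusted p = 0.0928), of neutrophils (median log2 change 0.11, camera adjusted p = 0.116) and of bile duct cells (median log2 change 0.14, camera adjusted p = 0.0915) were not called, nor was the glutathione list (median log2 change 0.021, camera adjusted p = 0.17). Serpinb1a changed by -1.18 ± 0.24, a call lost with all 39 arrays in 1 fit. The test called 10 of 42 lists, 6 up and 4 down, fry 14, and with an estimated correlation 0. Median, mean and test differed in sign for 6 uncalled lists: the methionine cycle, interferon, clade B serpins, the survival signature, stellate cells and pancreatic acinar cells.

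**Figure D3:**
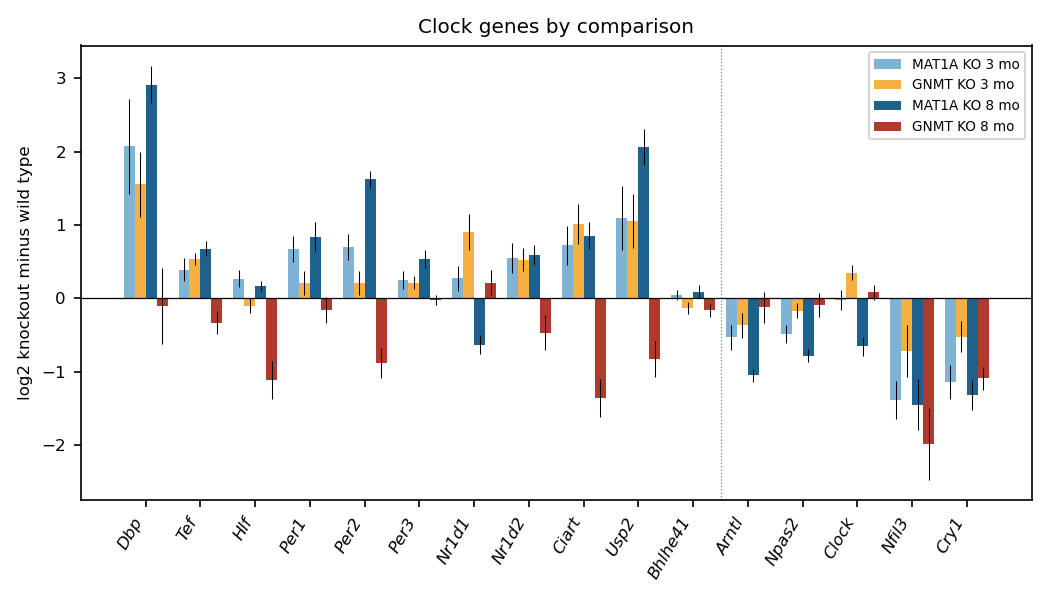
Log2 change of 16 clock genes in the 4 knockout comparisons, as bars from 0 with the standard error from limma, with 11 genes that peak towards evening left of the dotted line and 5 that peak towards morning right of it. In the MAT1A knockouts of 8 months Dbp is higher by 2.92 and Arntl lower, at -1.05.

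The livers of GNMT knockouts at 8 months, labelled hepatocellular carcinoma, were set against wild types of the same cohort and age. The carbonyl reductase Cbr3 rose by 6.99 ± 0.74 on the log2 scale and the ubiquitin-like protein Ubd, encoded near Gnmt, by 6.92 ± 0.64. Tff3 rose by 5.59 ± 0.78, Spink1 by 5.09 ± 0.91 (4.92 in replicate 3 and at least 9.49 in the other 3), Lpl by 4.67 ± 0.21 and Afp by 2.96 ± 0.58. Hsd3b5 was lower (-6.92 ± 0.39), and Cyp2c37 (-6.44 ± 0.15), Cyp2c50 (-5.89 ± 0.31) and Slco1a1 (-5.87 ± 0.34) were also lower. Of 18195 genes 4174 were called, 2475 higher and 1699 lower, and 998 changed by at least 1. For 4082 genes (22.44%) the groups did not overlap, where chance gives 1.59% with 4 and 5 arrays. All called genes whose change is printed for this comparison had groups that did not overlap. The mean was no higher than the array medians in wild types for Afp, Birc5, Gzmb, Scd2, Serpinb1a, Spink1, Tlr3, Ubd and Ube2c, and in knockouts for Cyp2c37, Hsd3b5 and Slco1a1. With replicate numbers as a block 2567 genes were called, 2493 of them among the 4174.

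The lists of the cell cycle, of matrix and of oncofetal markers were called upward. In the cell cycle list 36 of 44 measured members rose and 0 fell over all genes tested, and 37 rose and 0 fell adjusted over the list alone (median log2 change 1.02, camera adjusted p = 1.5e-19, and adjusted p = 0.238 with an estimated correlation), including the survivin gene Birc5 (3.28 ± 0.24) and the mitotic ligase Ube2c (2.90 ± 0.26). Of the oncofetal and carcinoma markers 21 of 42 measured members rose and 1 fell over all genes tested, and 23 rose and 1 fell adjusted over the list alone (median log2 change 0.78, camera adjusted p = 2.15e-07, and adjusted p = 0.0135 with an estimated correlation), with the Golgi protein Golm1 (3.35 ± 0.17) beside Afp, Tff3 and Spink1. In the fibrosis and matrix list 24 of 43 members rose and 1 fell, or 31 and 1 adjusted over the list alone (median log2 change 0.75, camera adjusted p = 1.42e-10, and adjusted p = 0.26 with an estimated correlation), such as the basement membrane collagen Col4a1 (1.83 ± 0.16), Vim (1.79 ± 0.20) and Ccn2 (2.70 ± 0.33). For interferon 22 of 33 members rose and 0 fell, or 25 and 0 adjusted over the list alone (median log2 change 0.85, camera adjusted p = 8.21e-09, and adjusted p = 0.323 with an estimated correlation), with Oas1a (1.95 ± 0.18) and Usp18 (2.19 ± 0.28). For toll-like receptors and cytokines 10 of 49 members rose and 2 fell, or 10 and 4 adjusted over the list alone (median log2 change 0.16, camera adjusted p = 0.014, and adjusted p = 0.26 with an estimated correlation), with Relb (1.84 ± 0.17) and Tlr3 (1.00 ± 0.17). For glutathione and oxidant defence 16 of 41 members rose and 7 fell, or 17 and 7 adjusted over the list alone (median log2 change 0.53, camera adjusted p = 0.014, and adjusted p = 0.461 with an estimated correlation). The serpins Serpinb6a (3.36 ± 0.24), Serpinb6b (4.48 ± 0.52) and Serpinb9 (2.14 ± 0.31) rose, in a list that was not called (median log2 change 0.073, camera adjusted p = 0.0993).

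Markers of several other cell types differed in the same arrays. For macrophages and Kupffer cells 18 of 28 members rose and 1 fell, or 21 and 1 adjusted over the list alone (median log2 change 1.01, camera adjusted p = 1.26e-07, and adjusted p = 0.323 with an estimated correlation), with Cd9 (2.04 ± 0.13) and the galectin Lgals3 (2.73 ± 0.30) higher. For bile duct and ductular cells 6 of 17 members rose and 0 fell, or 7 and 0 adjusted over the list alone (median log2 change 0.84, camera adjusted p = 5.93e-06, and adjusted p = 0.249 with an estimated correlation), and Bicc1 rose by 3.68 ± 0.14. For T and NK cells 6 of 22 members rose and 1 fell, or 9 and 1 adjusted over the list alone (median log2 change 0.29, camera adjusted p = 0.00451, and adjusted p = 0.327 with an estimated correlation), with the granzyme Gzmb higher by 1.58 ± 0.20. The endothelial list was not called (median log2 change -0.091, camera adjusted p = 0.348), with Emcn higher (1.48 ± 0.32) and Clec4g lower (-0.81 ± 0.17). For erythroid cells 1 of 14 members rose and 3 fell, or 1 and 5 adjusted over the list alone (median log2 change -0.18, camera adjusted p = 0.0311, and adjusted p = 0.26 with an estimated correlation), where the heme synthesis gene Alas2 fell by 2.33 ± 0.17. The spiked poly-A control probe sets, which come from no liver, were also lower in these knockouts. The mean change was -0.42 (4 against 5 arrays, exact two-sided permutation p = 0.0318).

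Metabolic lists of the hepatocyte were called downward. In cholesterol synthesis 0 of 20 measured members rose and 15 fell over all genes tested, and 0 rose and 18 fell adjusted over the list alone (median log2 change -1.24, camera adjusted p = 9.55e-08, and adjusted p = 0.327 with an estimated correlation), with Pmvk (-2.53 ± 0.43) and Sc5d (-1.60 ± 0.25). In fatty acid synthesis 2 of 29 members rose and 18 fell, or 2 and 20 adjusted over the list alone (median log2 change -0.94, camera adjusted p = 1.11e-07, and adjusted p = 0.125 with an estimated correlation), with malic enzyme Me1 (-1.98 ± 0.18) and Scd1 (-0.94 ± 0.12) lower and Scd2 higher (3.50 ± 0.37). In the methionine and SAMe cycle 2 of 27 members rose and 15 fell, or 2 and 17 adjusted over the list alone (median log2 change -0.66, camera adjusted p = 1.85e-05, and adjusted p = 0.0639 with an estimated correlation), including Pemt, which makes phosphatidylcholine (-1.10 ± 0.091). In the PPAR alpha list 1 of 32 members rose and 7 fell, or 1 and 7 adjusted over the list alone (median log2 change -0.20, camera adjusted p = 0.0181, and adjusted p = 0.465 with an estimated correlation). Of P450 enzymes 2 of 48 members rose and 16 fell, or 3 and 19 adjusted over the list alone (median log2 change -0.33, camera adjusted p = 3.03e-05, and adjusted p = 0.125 with an estimated correlation). Of bile acid genes 3 of 31 members rose and 17 fell, or 5 and 18 adjusted over the list alone (median log2 change -0.75, camera adjusted p = 3.53e-05, and adjusted p = 0.0337 with an estimated correlation), and the uptake carrier Slc10a1 fell by 2.78 ± 0.078. Of retinol genes 1 of 29 members rose and 12 fell, or 1 and 14 adjusted over the list alone (median log2 change -0.21, camera adjusted p = 2.98e-04, and adjusted p = 0.046 with an estimated correlation). Of tyrosine and tryptophan catabolism 0 of 22 members rose and 14 fell, or 0 and 16 adjusted over the list alone (median log2 change -0.70, camera adjusted p = 5.18e-06, and adjusted p = 0.0639 with an estimated correlation), with Tdo2 (-0.91 ± 0.13) and Haao (-0.93 ± 0.14). Of androgen and estrogen genes 1 of 27 members rose and 11 fell, or 1 and 11 adjusted over the list alone (median log2 change -0.23, camera adjusted p = 0.00978, and adjusted p = 0.327 with an estimated correlation), and of male-biased genes 0 of 20 members rose and 10 fell, or 0 and 11 adjusted over the list alone (median log2 change -0.69, camera adjusted p = 1.24e-05, and adjusted p = 0.125 with an estimated correlation).

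Zonation, stress and clock lists were called downward too. Of hepatocyte genes 1 of 48 members rose and 19 fell, or 2 and 24 adjusted over the list alone (median log2 change -0.34, camera adjusted p = 1.52e-05, and adjusted p = 0.153 with an estimated correlation), with the growth hormone receptor Ghr at -1.10 ± 0.065. The hepatocyte regulator Hnf4a differed by -0.35 ± 0.11 and was not called (adjusted p = 0.0526), with adjusted p from 0.00841 to 0.123 over the alternatives. Of pericentral genes 0 of 22 members rose and 12 fell, or 1 and 13 adjusted over the list alone (median log2 change -0.41, camera adjusted p = 1.24e-05, and adjusted p = 0.26 with an estimated correlation), with glutamine synthetase Glul at -1.43 ± 0.18, and of periportal genes 2 of 18 members rose and 6 fell, or 2 and 10 adjusted over the list alone (median log2 change -0.71, camera adjusted p = 0.019, and adjusted p = 0.327 with an estimated correlation). Of stress response genes 3 of 31 members rose and 13 fell, or 4 and 17 adjusted over the list alone (median log2 change -0.47, camera adjusted p = 0.00978, and adjusted p = 0.439 with an estimated correlation), and of clock genes 0 of 20 members rose and 8 fell, or 0 and 8 adjusted over the list alone (median log2 change -0.27, camera adjusted p = 0.00358, and adjusted p = 0.259 with an estimated correlation). The test called 25 of 42 lists, 9 up and 16 down, and fry 28. With an estimated correlation 3 held, the oncofetal, bile acid and retinol lists. The B cell and pancreatic lists, not called, had a median, mean and test that differed in sign.

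**Figure D4:**
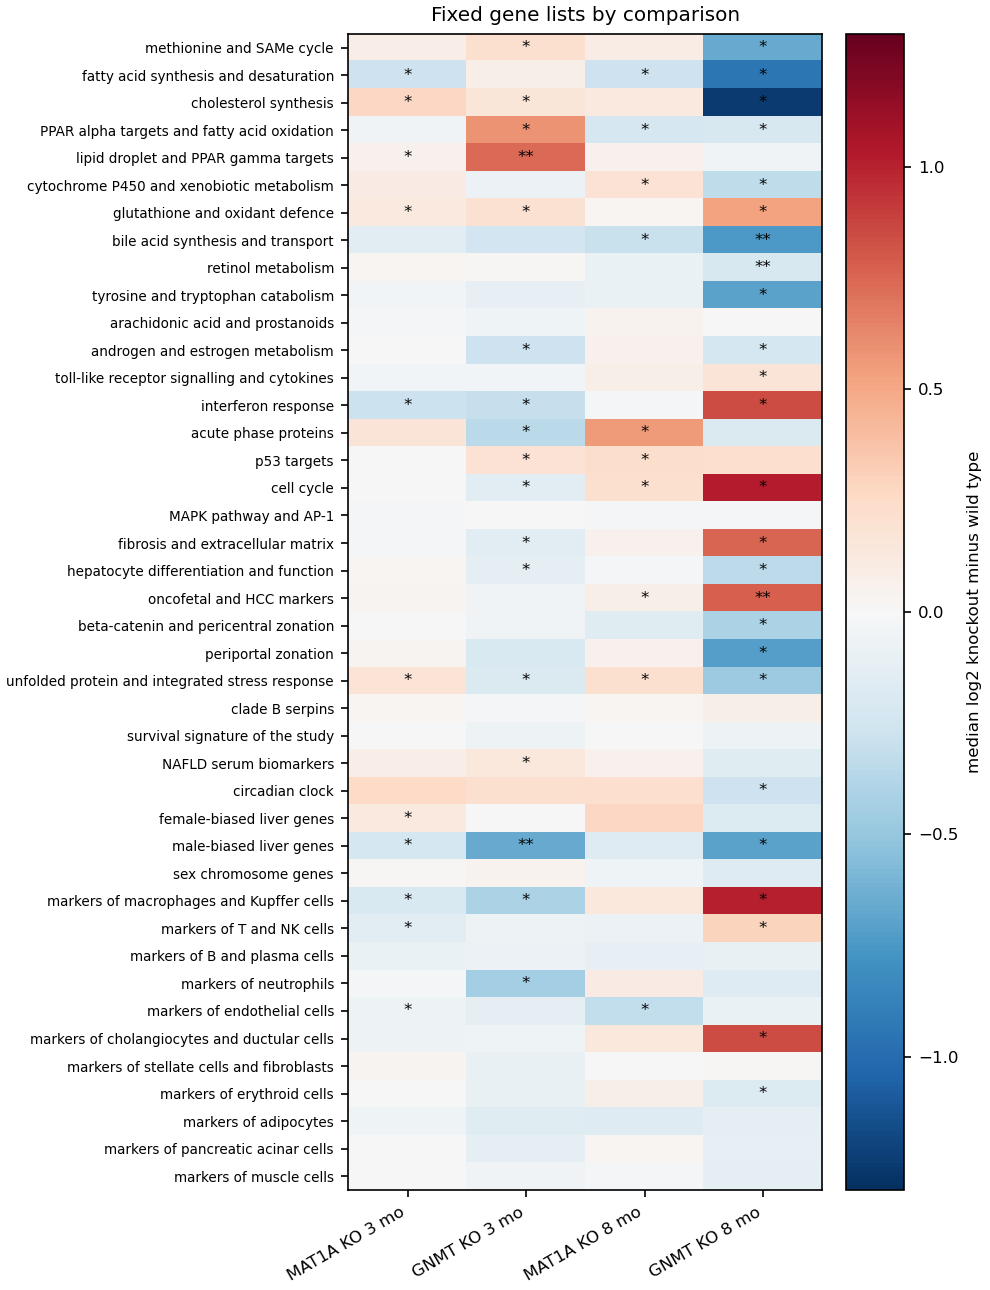
Median log2 change of the measured members of each of 42 fixed gene lists (colour) in the 4 knockout comparisons. A single asterisk marks a list called by camera at an adjusted p under 0.05 and a double asterisk one that also held with an estimated correlation, which 0, 2, 0 and 3 lists did from left to right.

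The remaining 10 lists were called in none of the 4 comparisons. For prostanoids the lowest adjusted p was 0.127, in the GNMT knockouts of 8 months, where 9 of 31 members rose and 2 fell, or 10 and 3 adjusted over the list alone. For MAPK and AP-1 genes it was 0.607 in the same livers, where 2 of 43 members rose and 6 fell, or 1 and 6 adjusted over the list alone. For the clade B serpins 4 of 14 members rose there and 0 fell, the same as adjusted over the list alone. For the survival signature, which was chosen by the study partly on arrays of these models and so is not independent evidence of a direction, 2 of 22 members rose and 4 fell, or 2 and 4 adjusted over the list alone (adjusted p = 0.245). The sex chromosome genes gave at the lowest adjusted p = 0.294, in the GNMT knockouts of 3 months where 1 of 4 members rose and 0 fell, or 1 and 0 adjusted over the list alone, and no array of the series had a high Xist, a transcript of females. Of the marker lists, B and plasma cells reached adjusted p = 0.159 in the MAT1A knockouts of 8 months, where 0 of 11 members rose and 1 fell, or 0 and 1 adjusted over the list alone. In the GNMT knockouts of 3 months stellate cells and fibroblasts reached adjusted p = 0.262 (0 of 23 members rose and 2 fell, or 0 and 2 adjusted over the list alone), adipocytes 0.123 (0 of 8 members rose and 0 fell, or 0 and 0 adjusted over the list alone) and pancreatic acinar cells 0.0686 (0 of 15 members rose and 2 fell, or 0 and 3 adjusted over the list alone). Muscle reached adjusted p = 0.127 in the GNMT knockouts of 8 months, where 0 of 14 members rose and 0 fell, or 0 and 0 adjusted over the list alone. The lists of female-biased genes (median log2 change -0.18, camera adjusted p = 0.293), lipid droplets (median log2 change -0.047, camera adjusted p = 0.901), acute phase proteins (median log2 change -0.19, camera adjusted p = 0.921), p53 targets (median log2 change 0.21, camera adjusted p = 0.0993), serum markers (median log2 change -0.15, camera adjusted p = 0.607) and neutrophils (median log2 change -0.17, camera adjusted p = 0.284) were called elsewhere but not in these livers.

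How the GNMT knockout effect changed from 3 to 8 months was tested directly, as the difference of the 2 effects. Tff3 went from -4.02 at 3 months to 5.59 at 8 months (difference 9.61 ± 1.06), Cbr3 from -0.029 to 6.99 (7.02 ± 0.76), Ubd from 0.23 to 6.92 (6.69 ± 0.65) and Spink1 from -1.13 to 5.09 (6.22 ± 1.07). Among genes of fat handling Cidea went from 3.79 to -3.12 (-6.91 ± 1.24) and Cyp4a14 from 4.01 to -2.51 (-6.53 ± 1.42), where the effects at 8 months were not called by themselves (limma adjusted p = 0.0563 and 0.117). Lpl differed by 4.72 ± 0.39, Birc5 by 3.15 ± 0.32, Scd2 by 3.61 ± 0.40, Scd1 by -1.46 ± 0.19, Cyp2c37 by -5.18 ± 0.43 and Slc10a1 by -2.42 ± 0.11. The test called 3019 genes, 1738 with a higher effect at 8 months and 1281 with a lower one, and 22 lists. Of these 13 held with an estimated correlation, which were upward the cell cycle, fibrosis, oncofetal and ductular lists. Downward they were the methionine cycle, fatty acid synthesis, PPAR alpha, lipid droplet, P450, bile acid, retinol, tyrosine and clock lists. The difference involves the GNMT wild types of both ages, which themselves differed in many genes as given further on. The droplet gene Cidec, for one, averaged 6.93 in the wild types of 8 months and 3.68 in those of 3 months.

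The MAT1A knockout effect changed less between the ages. Spink1 went from 2.45 to 4.99 (difference 2.54 ± 0.34) and the annexin Anxa13 from 0.054 to 3.08 (3.03 ± 0.47). Ugt2b38 was low at 3 months alone (-5.47 and 0.28, difference 5.75 ± 1.23), Tff3 differed by 2.99 ± 0.63, Slco1a1 by -3.08 ± 0.46 and Cyp17a1 by -2.50 ± 0.38. The p53 targets Phlda3 (1.22 ± 0.20) and Ccng1 (1.04 ± 0.18) and the interferon regulator Irf7 (0.67 ± 0.12) had a higher effect at 8 months. Of 18195 genes 101 were called, 37 up and 64 down. That count moved between 35 and 236 when single arrays were left out. The wild types of 3 months varied in acute phase genes, with Lcn2 from 5.06 to 12.95 among the 5 arrays. The test called 10 lists, and with an estimated correlation 0. They were upward the interferon (median log2 change 0.30, camera adjusted p = 1.08e-10, and adjusted p = 0.134 with an estimated correlation), acute phase (median log2 change 0.42, camera adjusted p = 1.67e-07, and adjusted p = 0.587 with an estimated correlation), p53 (median log2 change 0.17, camera adjusted p = 1.42e-04, and adjusted p = 0.198 with an estimated correlation), cell cycle (median log2 change 0.20, camera adjusted p = 7.1e-08, and adjusted p = 0.53 with an estimated correlation), oncofetal (median log2 change 0.11, camera adjusted p = 3.17e-05, and adjusted p = 0.0784 with an estimated correlation), macrophage (median log2 change 0.39, camera adjusted p = 1.03e-07, and adjusted p = 0.444 with an estimated correlation), ductular (median log2 change 0.21, camera adjusted p = 0.00257, and adjusted p = 0.134 with an estimated correlation) and toll-like receptor lists (median log2 change 0.073, camera adjusted p = 0.00517, and adjusted p = 0.444 with an estimated correlation). The PPAR alpha (median log2 change -0.17, camera adjusted p = 7.46e-04, and adjusted p = 0.734 with an estimated correlation) and endothelial lists (median log2 change -0.22, camera adjusted p = 3.11e-04, and adjusted p = 0.444 with an estimated correlation) were lower.

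The 2 models were compared at each age by the difference of their effects, each taken against its own wild types. At 3 months Sult1e1 differed by -7.44 ± 0.48 (GNMT minus MAT1A), Hsd3b5 by -5.65 ± 0.83 and Asns by -5.57 ± 0.80, and Cyp4a14 differed by 5.33 ± 1.01, Cidec by 3.71 ± 0.39, Mbl2 by 3.03 ± 0.26 and Ccng1 by 1.55 ± 0.17. Scd1 was higher in 1 model and lower in the other, with a difference of 2.22 ± 0.28, and Apcs, the serum amyloid P gene, differed by -2.96 ± 0.49. The test called 1820 genes, 993 up and 827 down, and 11 lists, of which 0 held with an estimated correlation. They included the PPAR alpha (median log2 change 0.55, camera adjusted p = 1.42e-13, and adjusted p = 0.174 with an estimated correlation), fatty acid synthesis (median log2 change 0.42, camera adjusted p = 1.86e-05, and adjusted p = 0.433 with an estimated correlation) and stress response lists (median log2 change -0.37, camera adjusted p = 3.94e-06, and adjusted p = 0.145 with an estimated correlation).

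At 8 months Cbr3 differed by 6.80 ± 0.76, Ubd by 5.86 ± 0.79, Sult1e1 by -7.76 ± 0.54, Cyp2c50 by -6.02 ± 0.32 and Saa2 by -5.07 ± 0.58. The estrogen receptor Esr1 differed by -1.48 ± 0.13, the transcription factor Sox4 by 1.30 ± 0.10, Slc10a1 by -2.15 ± 0.10 and Per2 by -2.50 ± 0.24. The test called 3842 genes, 2416 up and 1426 down, and 24 lists. With an estimated correlation 5 held, the methionine cycle (0.0245), P450 (0.0245), bile acid (0.0245), retinol (0.0212) and oncofetal lists (0.0141). At the stage labelled steatohepatitis in both models, GNMT at 3 months and MAT1A at 8 months, Sult1e1 differed by -8.52 ± 0.33, Lcn2 by -7.20 ± 1.16, Saa2 by -7.06 ± 1.06 and Spink1 by -6.12 ± 0.57. Lcn2 varied among the GNMT wild types of 3 months, from 7.23 to 11.88. Cyp4a14 differed by 7.76 ± 1.19, Acot1 by 3.56 ± 0.38, Plin2, a lipid droplet coat protein, by 1.37 ± 0.19 and Scd1 by 1.38 ± 0.23. That test called 2920 genes, 1756 up and 1164 down, and 15 lists, of which 0 held with an estimated correlation. Age and model change together in this last contrast.

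Called genes were shared between the comparisons more often than independent lists would give. The MAT1A knockouts of 3 and 8 months shared 833 genes in the same direction, where 98.5 are expected, and 1 in opposite directions (102.1 expected, Pearson r = 0.715 across genes). The GNMT knockouts of both ages shared 802 (305.2 expected) and moved 204 in opposite directions (279.1 expected, r = 0.221). At 8 months the models shared 809 (318.8 expected) and moved 288 in opposite directions (328.8 expected, r = 0.283), and at 3 months they shared 278 (95.3 expected) and moved 100 in opposite directions (85.7 expected, r = 0.178). The MAT1A knockouts of 3 months shared 365 with the GNMT knockouts of 8 months (154.4 expected) and moved 192 in opposite directions (142.2 expected, r = 0.122). The MAT1A knockouts of 8 months shared 450 with the GNMT knockouts of 3 months (193.7 expected) and moved 275 in opposite directions (201.5 expected, r = 0.085). Opposite directions were thus also more frequent than expected in all pairs between models except that at 8 months. Genes are not independent replicates, so these correlations carry no test. In all 4 comparisons 73 genes were higher (0.664 expected), including Cd36, Nqo1 and the keratin Krt8. The 38 genes lower in all 4 (0.210 expected) included Abcb11, Elovl3, Slco1a1, Susd4 and the bile acid ligase Slc27a5. Expected counts may be too low, as dim genes were called less often. Krt8 and Slc27a5 were picked after their values were seen. The 4 comparisons share no control array.

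Whether called genes gathered near the targeted gene, where sequence of another strain can remain, was tested by position. Within 10 Mb of Mat1a 19 of 129 genes were called in the MAT1A knockouts of 3 months (14.7%) and 1265 of 17900 elsewhere (7.07%), an odds ratio of 2.27 (two-sided Fisher's exact p = 0.00272). Lrit1, in that window, fell by 2.27 ± 0.20. Within 5 Mb the odds ratio was 2.01 (exact p = 0.162) and within 20 Mb 1.62 (exact p = 0.00987). At 8 months it was 1.37 (exact p = 0.145). Around Gnmt it was 1.03 at 3 months (exact p = 0.830) and 1.15 at 8 months (exact p = 0.424). Of the 4 tests at 10 Mb only that of the MAT1A knockouts of 3 months passed.

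Knockout arrays were also counted singly, by genes with an absolute log2 ratio of at least 1 to the mean of their wild types. The median count was 250 in the MAT1A knockouts of 3 months (199 to 397), 285 in the GNMT knockouts of 3 months (239 to 327), 486 in the MAT1A knockouts of 8 months (414 to 518) and 1330 in the GNMT knockouts of 8 months (993 to 1609). Genes with such a ratio in at least 20% of the 19 knockout arrays, that is in 4 or more, numbered 979. The authors' deposited ratios gave the same counts.

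Wild types were compared with one another as background. In the MAT1A cohort 514 genes were called between 8 and 3 months, 198 higher and 316 lower, and in the GNMT cohort 6786, 2887 higher and 3899 lower. The MAT1A count moved between 194 and 928 when single arrays were left out and was 197 with all 39 arrays in 1 fit, while the GNMT count moved between 5157 and 7443 without single arrays. The GNMT count fell to 3742 among genes above the median level, with 68.09% of the calls higher instead of 42.54%. Between the cohorts 15394 genes were called at 3 months and 16760 at 8 months, almost all lower in the GNMT wild types, with median log2 differences over all genes of -0.55 and -0.58. After quantile normalization across all arrays 6808 and 6699 were called, 53.20% and 47.37% of them higher, with medians of 0.018 and -0.0054. Cohort and array batch cannot be told apart for these values, so levels are not compared between the cohorts.

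**Figure D5:**
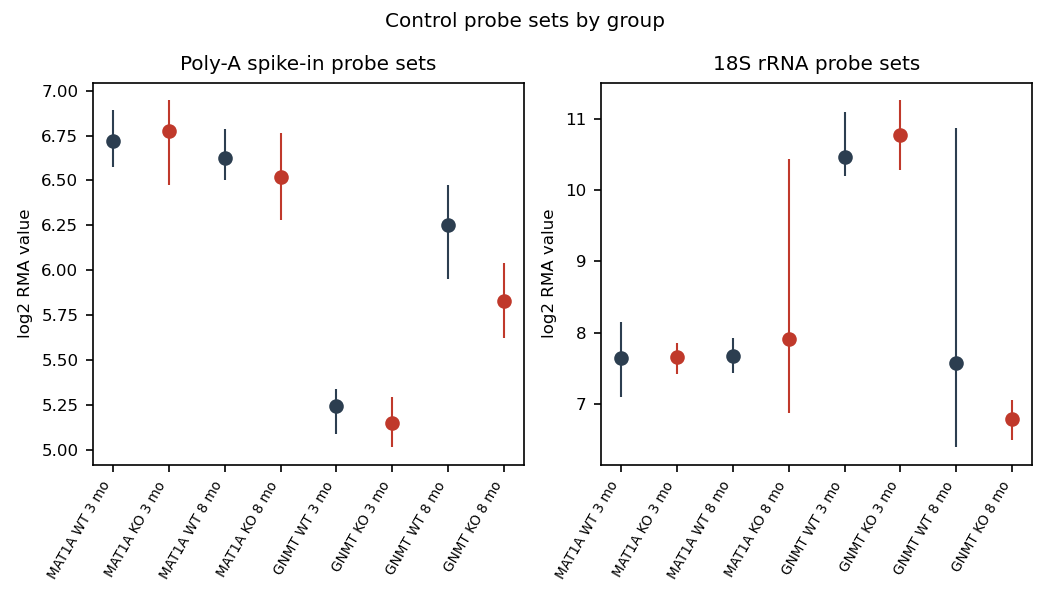
Mean log2 value of the spiked poly-A control probe sets and of the 18S rRNA probe sets by group (WT, wild type, dark; KO, knockout, red), with points at the group mean and lines from the lowest to the highest array. The poly-A signal of the GNMT wild types is 5.25 at 3 months and 6.25 at 8 months, and for 18S at 8 months 1 GNMT wild type array reaches 10.86 and 1 MAT1A knockout array 10.44.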

Values the study reported

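The study reported 471 genes regulated beyond its threshold in 20% of the samples, taken as input for its signatures of disease progression, with mouse and human data joined through orthologous genes. It reported 14 feature selection approaches for these signatures.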

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

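All tests of explanations given here, and the split counts, were chosen only after the result was seen, while the interactions and the rules that single out arrays were planned. Single arrays were examined in 378 groups of values, and 32 values, from 18 different arrays, lay apart from the rest of their group, where chance gives about 1 in 20 groups, or 18.9.

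Among named genes in the MAT1A cohort at 3 months, Ptgds was 6.47 in wild type replicate 3 and Spink1 5.63 in wild type replicate 5, Serpinb9 was 6.42 in wild type replicate 1, while Zap70 was 7.36 and Ctss 9.93 in knockout replicate 1. In the GNMT cohort at 3 months Cidea was 5.34 and Stat2 5.33 in wild type replicate 1, Vnn1 5.16 and Slc25a20 9.08 in wild type replicate 5, and Mogat1 5.82 and Gstt3 8.41 in knockout replicate 5. Eif2s3y was 5.64 in knockout replicate 1. In the MAT1A cohort at 8 months Gnmt was 13.68 in wild type replicate 1, and knockout replicate 2 held Lcn2 at 12.98, Orm2 at 13.12 and Dnajb9 at 12.09. In the GNMT cohort at 8 months Spink1 was 4.92 in knockout replicate 3, where the other 3 lay between 9.49 and 9.96. Slco1a1 was 5.35 in knockout replicate 4, Clec4g 5.57 in knockout replicate 2, Gzmb 3.63 and Xist 3.22 in wild type replicate 4, and Tdo2 12.06 in wild type replicate 1.

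Among array measures, the hybridisation controls were 10.62 in GNMT wild type replicate 4 and 11.11 in GNMT knockout replicate 5 at 3 months, and 10.29 in MAT1A knockout replicate 5 and 10.60 in MAT1A wild type replicate 1 at 8 months. The median of GNMT wild type replicate 4 at 8 months was 4.24, and its 18S signal was 10.86 with the other 4 between 6.40 and 6.97. The 18S signal of MAT1A knockout replicate 5 at 8 months was 10.44, with the others between 6.87 and 7.83. Gapdh 3' minus 5' was 0.093 in MAT1A wild type replicate 1 at 3 months. In MAT1A wild type replicate 3 at 8 months the median was 4.93 and actin 3' minus 5' was 1.45.

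Knockout effects differed between ages and models by a direct test in all 5 interactions, with 3019 genes for the GNMT effect with age, 101 for the MAT1A effect with age, 1820 and 3842 between models at 3 and 8 months, and 2920 between the models at the stage labelled steatohepatitis. Outside the genes tested, probe sets without a single listed gene were called in each knockout comparison, 195 and 289 in the MAT1A and GNMT knockouts of 3 months and 532 and 893 at 8 months.

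Other groupings of the same arrays were fitted for every count of called genes, 100 each including the real one, and in all 13 cases only 1, the real one, reached the real count. The smallest share that such a test can give is 1 in 100. For the interactions only knockout arrays were exchanged, around fixed wild type means, so the uncertainty of those means was not covered. The real counts and the highest of the others were 1293 and 7, 2547 and 1, 2823 and 5, and 4174 and 13 for the MAT1A and GNMT knockouts of 3 months and the MAT1A and GNMT knockouts of 8 months. For the interactions they were 3019 and 501, 101 and 7, 1820 and 0, 3842 and 17, and 2920 and 0 in the order given above. For wild types they were 6786 and 416 with age in the GNMT cohort, 514 and 68 with age in the MAT1A cohort, and 15394 and 1 and 16760 and 0 between cohorts at 3 and 8 months.

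Many genes differed between the GNMT wild types of 8 and 3 months. Of the called genes 52.90% had the same sign in the MAT1A wild types, and from 45.93% to 61.79% without 1 array of those, a spread too wide to settle whether an age change common to both cohorts was behind most of them. Of the 264 genes called in both cohorts 184 went the same way, and the age changes correlated across genes at r = 0.277. A difference in labelling or hybridisation between the ages may contribute, since the poly-A spike signal, which comes from no liver, was higher by 1.01 at 8 months (two-sided exact permutation p = 0.00794, 5 against 5 arrays). The hybridisation controls differed by -0.38 (exact p = 0.00794), actin 3' minus 5' by -0.26 (exact p = 0.00794) and the 18S signal by -2.89 (exact p = 0.0397), while Gapdh 3' minus 5' did not pass (0.046, exact p = 0.214). In the GNMT knockouts, 8 minus 3 months (4 against 5 arrays), poly-A differed by 0.68, the hybridisation controls by -0.59 and 18S by -3.98 (exact p = 0.0159 each), and actin 3' minus 5' by -0.24 (exact p = 0.0318). In the MAT1A wild types only the hybridisation controls passed, at -0.15 (exact p = 0.0397). Of the dimmest 4549 genes 28.07% were called between the GNMT wild type ages, 1226 of 1277 lower, and 0.176% between those of MAT1A. Age, common to both cohorts or within this one, stays open and was not separated from the array batch, so the change of the GNMT knockout effect with age carries the same doubt.

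The marker lists of macrophages and ductular cells were called upward and the hepatocyte list downward in the GNMT knockouts of 8 months, all 3 calls being lost with an estimated correlation (adjusted p = 0.323, 0.249 and 0.153). A lower share of hepatocytes alone would raise markers of all other cell types alike, and the macrophage mean rose over the endothelial mean by 0.92 (two-sided exact permutation p = 0.0159, 4 against 5 arrays). Endothelial markers moved both ways, such as Emcn (1.48) and Dnase1l3 (-0.94), so their mean does not measure the share of endothelial cells. The test thus shows unequal means only, and a lower share of hepatocytes, alone or beside other changes, stays open. Degraded RNA in the knockouts would raise actin 3' minus 5', which differed by -0.075 (exact p = 0.286), and Gapdh 3' minus 5', which differed by -0.16 (exact p = 0.0159), both opposite to that direction. A change in cell types that rose, a change of expression within cells, or both, may be involved, and no test here separates them. The lower poly-A spike signal of these knockouts was not tested as a source.

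Clock genes differed between MAT1A knockouts and wild types of 8 months. The mean of evening genes minus that of morning genes was higher by 1.94 in the knockouts (two-sided exact permutation p = 0.00794, 5 against 5 arrays), which a different time of death could give. At 3 months the same difference was 1.35 (exact p = 0.0238), so a knockout effect on the clock at both ages is also consistent with the values. In the GNMT knockouts it was 0.83 at 3 months (exact p = 0.00794, 5 against 5 arrays) and 0.17 at 8 months (exact p = 0.651, 4 against 5 arrays), so a difference of this kind was not limited to the MAT1A model. The time of death is not given in the sources used here, so both explanations stay open.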

How the results depend on the processing

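Leaving out arrays in the gene set tests was chosen only after the result was seen, and the other alternatives were planned. Of 4121 alternatives for 194 named gene values, 4021 kept direction and side of the threshold, 93 lost the call, 7 gained one and 0 reversed. A two-sample t-test at an unadjusted p under 0.05, the threshold that the study used on human samples, gave 3445, 4934, 4680 and 6366 genes for the MAT1A and GNMT knockouts of 3 months and the MAT1A and GNMT knockouts of 8 months, more because p was not adjusted. The authors' ratios tested against 0, which carry no spread of the wild types, gave 2791, 5619, 4044 and 4252 in that order, so that the GNMT knockouts of 3 months had the most. With the replicate block the GNMT knockouts of 8 months had 2567 genes (1584 higher, 983 lower), and the cause was not tested. Replicate numbers do not pair the samples, since same-numbered arrays had mean correlations between -0.030 and 0.071 in the 8 comparisons checked. All 39 arrays in 1 fit gave 46 genes for the MAT1A effect with age, 197 for MAT1A wild types with age and 7 lists for the MAT1A knockouts of 3 months, and array weights gave 436 for the MAT1A effect with age. The cause was not tested. Genes above the median level, fewer genes by construction, gave 3742 for GNMT wild types with age and 8305 and 8059 between cohorts at 3 and 8 months. Quantile normalization removed the shift between the cohorts and gave 6808 and 6699. With an estimated correlation 0, 2, 0 and 3 lists were called, so 58 of the calls in the 4 knockout comparisons were lost.

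At an adjusted p under 0.01, and with a log2 change of at least 1, fewer genes pass by construction, and the shared genes numbered 95 and 24 for the models at 3 months, 397 and 129 for MAT1A with age, 126 and 45 for MAT1A at 3 months with GNMT at 8 months. They were 146 and 37 for GNMT at 3 months with MAT1A at 8 months, 253 and 66 for GNMT with age, and 315 and 125 for the models at 8 months. Within 5 Mb of Mat1a, with fewer genes, the odds ratio was 2.01 (exact p = 0.162).

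Leaving out 1 array gave 934 to 1431 genes for the MAT1A and 1818 to 2315 for the GNMT knockouts of 3 months, and 2217 to 2856 and 3306 to 4209 at 8 months. For the interactions it gave 2636 to 3435 (GNMT with age), 35 to 236 (MAT1A with age), 1531 to 1874 and 3331 to 4132 (models at 3 and 8 months) and 2404 to 3046 (stage). For wild types it gave 5157 to 7443 and 194 to 928 with age in the GNMT and MAT1A cohorts, and 14904 to 15456 and 16472 to 16645 between cohorts. Lists called were 8 to 13, 16 to 20, 9 to 15 and 24 to 26. The MAT1A effect with age, 101 genes, moved to 156 and 50 without knockout replicates 1 and 2 of 3 months, to 236, 48, 35, 66 and 42 without wild type replicates 1 to 5 of 3 months, to 43 and 164 without knockout replicates 1 and 5 of 8 months, and to 53 and 52 without wild type replicates 2 and 3 of 8 months. The MAT1A wild types with age, 514 genes, moved to 928, 217, 194, 340 and 260 without replicates 1 to 5 of 3 months and to 263, 243 and 287 without replicates 1 to 3 of 8 months. Without the arrays with high 18S signal the MAT1A knockouts of 8 months had 2856 genes (1469 higher, 1387 lower) and the GNMT knockouts of 8 months 3440 (1978 higher, 1462 lower). Arrays limit what can be said of genes near background: of the dimmest 4549 genes 1.17%, 2.11%, 2.62% and 6.53% were called in the 4 knockout comparisons, and 28.07% between the GNMT wild type ages.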

Other observations

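No tests in this part were chosen after the result was seen, since the values come from the planned comparisons, and the genes and lists were picked among planned ones. The 979 genes counted above in at least 20% of the 19 knockout arrays are more than the value quoted from the study. The study counted human and mouse orthologs over other samples as well, so the sets of genes differ.

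The study named stearoyl-CoA desaturase as higher in knockouts of 3 months and lower in those of 8 months. Here Scd1 changed by -1.71 ± 0.22 in MAT1A and 0.52 ± 0.13 in GNMT knockouts of 3 months, and by -0.87 ± 0.17 and -0.94 ± 0.12 in those of 8 months, and Scd2 rose by 1.76 ± 0.40 and 3.50 ± 0.37 at 8 months.

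The study also described clade B serpins as higher and HNF4 as lower in carcinomas, and toll-like receptors as rising along progression. In the GNMT knockouts of 8 months, labelled carcinoma, Serpinb6a rose by 3.36 ± 0.24 and Serpinb9 by 2.14 ± 0.31, while Serpinb1a differed by 1.37 ± 0.88 and was not called (adjusted p = 0.285). Elsewhere Serpinb6a rose by 1.55 ± 0.20 in the GNMT knockouts of 3 months. In the MAT1A knockouts Serpinb1a fell by 1.18 ± 0.24 at 8 months and by 0.47 ± 0.13 at 3 months, the latter a call lost without any 1 of 8 arrays, and Serpinb9 rose by 0.40 ± 0.088 at 3 months, where its groups overlapped. Background limits the values of Serpinb1a. Among the 4 comparisons the toll-like receptor list was called upward in the GNMT knockouts of 8 months alone. Its camera adjusted p was 0.014, and 0.26 with an estimated correlation. Hnf4a differed by -0.35 ± 0.11 there, with adjusted p = 0.0526 and from 0.00841 to 0.123 over the alternatives.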
